A study of Caenorhabditis elegans with 20 samples. Its data were reported in "Deactivation of the GATA Transcription Factor ELT-2 Is a Major Driver of Normal Aging in C. elegans" (2016).

How the data were processed

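Whole-worm gene expression was measured in 20 libraries of Caenorhabditis elegans by 3SEQ, which sequences the 3′ ends of poly-A RNA so that a count does not depend on transcript length. The worms came from a strain that carries extra copies of elt-2 fused to GFP on a transgene (elt-2 overexpressing) and from a strain that carries a similar plasmid without elt-2 (transgenic control). Each strain was collected at the L4 larval stage and at Day 13 of adulthood, which gave 4 groups of 5 libraries. By the study's methods for these libraries, L4 larvae were collected from normal plates. Worms kept until Day 13 were moved as adults to plates with FUDR and were washed over nylon mesh repeatedly. Samples were assigned to groups from their titles alone. The titles also give each library a letter from A to E, and each letter occurs once in every group; the pairing of libraries used below comes from these letters.

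The authors made the libraries from populations of about 10000 animals, pooled barcoded libraries before sequencing, and deposited a table of raw read counts per gene. Their methods divide the reads of a gene by the total of uniquely mapped reads, but do not say which reads the deposited table counts. The aligner, the genome build, the gene annotation, the use of strand and any removal of duplicate reads are not stated. The deposited table holds counts for 21383 genes, of which 2408 had no count in any library. It also holds 3 columns without a header, 1 of them with values; those values were the same as the counts of control L4 library A at 19070 of 19070 genes, and these columns were not used. Gene names were matched by sequence name to the Ensembl 115 annotation of the WBcel235 assembly, which placed 20878 genes (97.6%). Coordinates below come from that match.

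The total per library ranged from 10749795 to 42317549 counts. A gene needs 3 counts to be told from absence, which corresponds to between 0.0709 and 0.279 CPM (counts of a gene per 1e6 counts of the library) depending on the library. That floor covers counting error only, since 3SEQ reads carry no molecular identifiers and may be PCR copies. CPM values printed below were scaled by TMM factors, and 0.5 was added before log2 was taken.

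Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, glmQLFit with the robust option, and the quasi-likelihood F test), with Benjamini-Hochberg adjustment and a false discovery rate of 10%, the rate the study used with its rank product method. Each fit held only the 10 libraries of the groups compared, except that the difference of age changes between strains was fitted to all 20. No covariate was used; an additive term for the letter (a replicate block) was the alternative fixed in advance and is given beside each count. On simulated counts with 200 changed genes, the fits without the block recovered between 0% and 18.5% of changes of 2 on the log2 scale, and the fits with the block between 58.5% and 85%. For changes of 3 on the log2 scale the recovered shares were 54.5% to 76.5% without the block and 88% to 94% with it. False calls made up at most 9.6% of the calls. These counts were simulated with letter effects that were additive and the same in both groups, which suits the fits with the block. Real strain differences varied between letters, so the shares with the block do not carry over to the real libraries.

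Following the study's regression, each letter gave a set of 4 libraries. The 3% most highly counted genes of each library (641 genes) were left out of the set, and counts were divided by the remaining total. Genes needed at least 10 counts in at least 1 of the 4 libraries, and 1 count was added. The study states no added count, so this value was chosen here. The log2 ratio of Day 13 to L4 in overexpressing worms was regressed on that in control worms. The mean of the 5 slopes was tested against 1 with an exact sign-flip test over 32 flips, one-sided, towards smaller changes in overexpressing worms, and two-sided. The smallest p-values it can give are 0.03125 and 0.0625. A ratio of standard deviations, overexpressing to control, was computed for the same genes because it treats both strains alike. Its means over letters are geometric. In simulated sets in which the strains changed equally, the least-squares slope was 0.934 with counting noise alone and 0.771 with noise between libraries added, while the ratio of standard deviations was 0.995 and 1.003. These sets were built from letter A, and the noise between libraries was a dispersion of 0.2 chosen for all genes, not estimated. The share of age-changed genes with a smaller change in overexpressing worms was computed for genes whose age change, averaged over both strains in a fit of all 20 libraries, had an adjusted p under 0.10.

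Levels of elt-2 were also compared with exact two-sided permutation tests over the 252 splits of 5 against 5 libraries, whose smallest p-value is 0.00794. The rank product was written for this work (25 ratios, 100 random rank orders), since the package used by the study was not at hand. On simulated data it recovered 77.5% to 84.0% of 200 genes changed by 2 on the log2 scale. Those data held no letter effects and the same dispersion for every gene, unlike the counts simulated for edgeR. The recovered shares of the rank product and of edgeR therefore cannot be compared. Other tools were DESeq2 1.42.0 and limma 3.58.1.

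The text names a list of 20 genes that was fixed before the data were examined, taken from the genes the study names: elt-2, its reporter targets, the 6 reference genes of its qRT-PCR, other transcription factors and genes that are part of the transgenes or the background. For each comparison it also names up to 3 genes with the largest increases and 3 with the largest decreases among those with an adjusted p under 0.10, a mean of at least 50 counts and the same direction in all 5 same-letter pairs. Alternatives fixed in advance were other scaling factors, other filters, DESeq2, the rank product, a stricter threshold, the block, all 20 libraries in one fit, other pseudocounts, other kinds of line and leaving out each library or letter. After the data had been seen, a block for letters A to C against D and E, fits to either set of letters alone, a letter block within each age, the letter block under other scaling and filters, elt-2 under other filters, under these blocks and in the fit of all 20 libraries, and thinning of the counts were added. Gene lists of single tissues were not analysed here.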

Results

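Counts per gene were examined for 20 libraries of whole worms: transgenic control and elt-2 overexpressing strains, each at L4 and at Day 13 of adulthood, with 5 libraries per group. ELT-2 is a GATA transcription factor of the intestine. In units of M (counts divided by 1e6), the libraries held 32.8 ± 11.1 M counts in control L4, 27.9 ± 5.07 M in overexpressing L4, 25.8 ± 12.3 M in control Day 13 and 21.2 ± 4.18 M in overexpressing Day 13 (SD, n = 5 each). A few genes took most of the reads: the top 3% of genes held between 90.8% and 96.7% of the counts of a library. Between 13054 and 14197 genes had at least 1 count, and between 7539 and 9410 had at least 10.

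The libraries separated by age and by letter. The first principal component of log2 CPM held 52.2% of the variance and parted L4 from Day 13. The second held 24.1% and parted letters A to C from letters D and E. Letters A to C had 32.6 ± 6.66 M counts (SD, n = 12) against 18.5 ± 5.08 M for letters D and E (SD, n = 8). The labels give no batch, so these sets of letters are described from the counts alone. Each set holds libraries of all 4 groups, and the counts of changed genes, the elt-2 changes between strains and between ages, and the mean slope are also given within each set.

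**Figure D1:**
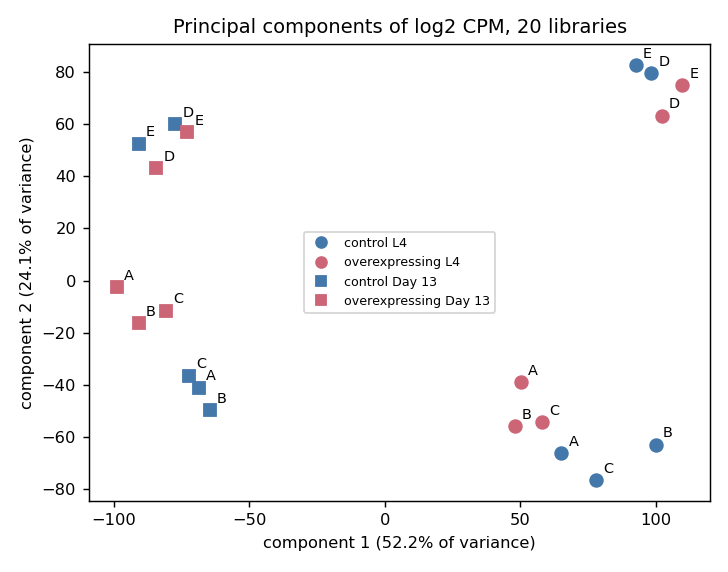
Principal components of log2 CPM over 10545 genes in the 20 libraries, with component 1 (52.2% of variance) on the x axis and component 2 (24.1%) on the y axis, where circles are L4, squares are Day 13, blue is control, red is overexpressing, and letters mark replicates. Age lies along component 1, and letters D and E lie above letters A to C on component 2.

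Libraries with the same letter deviated together from their group means. The mean correlation of these deviations across genes was 0.675 between the strains at L4, 0.354 between the strains at Day 13, 0.517 between the ages in control worms and 0.337 between the ages in overexpressing worms. Once the mean of each set of letters was removed as well, the values were 0.237, 0.016, 0.214 and -0.004. At Day 13 between strains and in overexpressing worms between ages, the letters thus on average paired libraries no further than by set. Single values there ran from -0.384 to 0.48 and from -0.461 to 0.309, so pairing in single letters is not excluded. Genes are not independent replicates, and these correlations describe the libraries.

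The overexpressed gene was checked first in every library. elt-2 (C33D3.1, WBcel235 chromosome X, 10481240 to 10483441, protein coding) had 17 to 59 counts in control L4 libraries, 76 to 225 in overexpressing L4, 24 to 38 in control Day 13 and 139 to 181 in overexpressing Day 13. It measured 1.73 ± 1.26 CPM in control L4 and 6.18 ± 2.84 CPM in overexpressing L4 (SD, n = 5 each), higher in the overexpressing library of all 5 same-letter pairs. The log2 change was 1.83 ± 0.54 (SE, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.340), or 1.96 with the replicate block (edgeR, Benjamini-Hochberg adjusted p = 0.0418), beside a same-letter correlation of 0.675. The exact permutation test gave p = 0.0159. At Day 13 elt-2 measured 1.17 ± 0.153 CPM in control and 6.66 ± 0.982 CPM in overexpressing libraries (SD, n = 5 each), again higher in all 5 pairs, with a log2 change of 2.47 ± 0.30 (SE, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0176). With the block, beside a same-letter correlation of 0.354, the change was 2.46 (edgeR, Benjamini-Hochberg adjusted p = 0.166), and the exact permutation test gave p = 0.00794, the smallest it can give. The change was 2.24 in letters A to C and 1.56 in letters D and E at L4, and 2.42 in either set at Day 13. Among the alternatives, taking letters A to C alone moved the L4 change most, and totals that left out the top 3% of genes moved the Day 13 change most, to 2.72 with and without the block.

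**Figure D2:**
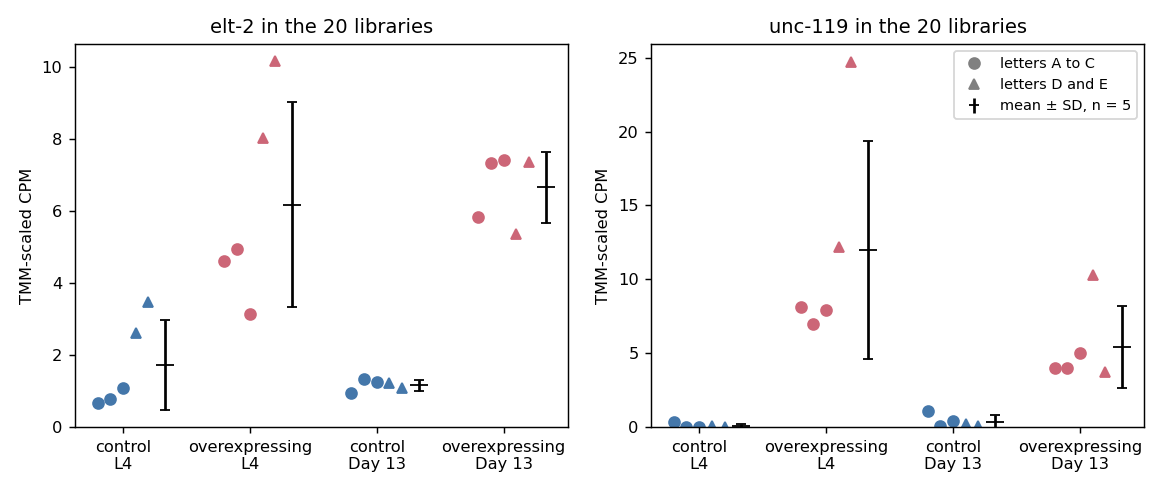
TMM-scaled CPM (y axis) of elt-2 on the left and unc-119 on the right in the 4 groups (x axis), where circles are letters A to C, triangles are letters D and E, and bars are means ± SD (n = 5). elt-2 lies at 0.674 to 3.49 CPM in control and 3.15 to 10.2 CPM in overexpressing L4 libraries, and unc-119 separates the strains in every pair.

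The study asked whether elt-2 declines with age. In control worms its log2 change between the ages was -0.71 ± 0.45 (SE, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.231, exact permutation test p = 0.50), with 3 letters higher and 2 lower at Day 13. With the block it was -0.50 (edgeR, Benjamini-Hochberg adjusted p = 0.338), beside a same-letter correlation of 0.517. The direction did not hold across the sets of letters: the change was 0.14 in letters A to C and -1.41 in letters D and E. Relative to the 6 qRT-PCR reference genes elt-2 fell by 1.28 on the log2 scale, in all 5 letters (exact permutation test p = 0.0238). The mean log2 CPM of elt-2 itself changed by -0.24, so most of this fall came from the reference genes. In letters A to C the ratio fell by 0.73 while the mean log2 CPM of elt-2 rose by 0.33. In overexpressing worms the change was 0.03 ± 0.38 (SE, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.952, exact permutation test p = 0.548), and 0.15 with the block, where the same-letter correlation was 0.337. Letters A to C gave 0.48 and letters D and E -0.48. The difference of these age changes between strains was 0.66 (edgeR quasi-likelihood test on all 20 libraries, Benjamini-Hochberg adjusted p = 1), and an exact sign-flip test over the 5 letters gave p = 0.188.

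At L4, 3 of 8696 genes tested differed between the strains at a false discovery rate of 10%, 2 higher and 1 lower in overexpressing worms, and 911 had an unadjusted p under 0.05. With the replicate block 211 genes differed, and the same 3 genes were among them. The same-letter correlation behind the block was 0.675. Of the 211 genes 69 were higher, but with totals that left out the top 3% of genes the block gave 400 genes, of which 246 were higher. The setting that moved the count most was letters A to C alone, with 2958 genes, against 30 in letters D and E alone. All 3 genes were named by the rule. unc-119 (chromosome III, 10902641 to 10908935) had 0 to 9 counts in control and 167 to 547 in overexpressing libraries, a log2 change of 6.66 ± 0.92 (SE, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0711). Its functional copy was the selection marker of both transgenes. Reads of the transgene and of the chromosomal gene are not separated in the counts, so marker reads are not excluded as the source of the difference. T19H12.6 (chromosome V, 4874233 to 4877687) rose from 1.67 ± 0.435 to 10.04 ± 2.95 CPM (SD, n = 5 each), and K01A6.7 (chromosome IV, 11738247 to 11738567) fell from 11.0 ± 2.25 to 1.22 ± 0.465 CPM (SD, n = 5 each). Their log2 changes were 2.53 ± 0.38 and -3.22 ± 0.42 (SE, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0924 and 0.0711). Both overlap 1 other gene on the opposite strand in the annotation, and since the use of strand in the counting is not stated, their reads are uncertain.

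At Day 13, 1 of 8544 genes differed between the strains, elt-2 itself, and 1125 had an unadjusted p under 0.05. With the replicate block no gene differed and 854 had an unadjusted p under 0.05. The same-letter correlation was 0.354, falling to 0.016 within the sets of letters. The count moved most with letters A to C alone, to 4095 genes, while letters D and E alone gave 0 genes and 378 with an unadjusted p under 0.05. unc-119 was again higher in all 5 pairs, with a log2 change of 3.75 ± 0.64 (SE, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.280).

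The difference between strains was therefore compared between letters, gene by gene. At L4 the log2 differences of 10545 genes correlated at 0.550 to 0.644 among letters A, B and C and at 0.540 between D and E, but at -0.013 to 0.121 between a letter of either set and a letter of the other. At Day 13 they correlated at 0.704 to 0.904 among letters A, B and C, at -0.191 between D and E, and at -0.449 to -0.008 across the sets. Across the sets, letter E gave -0.449 to -0.214 and letter D -0.052 to -0.008. Of the 2958 genes called at L4 in letters A to C, 2654 were tested in letters D and E, where 1553 differed in the same direction and 1101 in the opposite direction. Of the 4095 genes called at Day 13 in letters A to C, 3713 were tested in letters D and E, where 1011 differed in the same direction and 2702 in the opposite direction. All 5 letters had the same direction for 19.8% of genes at L4 and 8.16% at Day 13, where 6.25% is expected of independent signs. These correlations are across genes, which are not independent replicates.

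**Figure D3:**
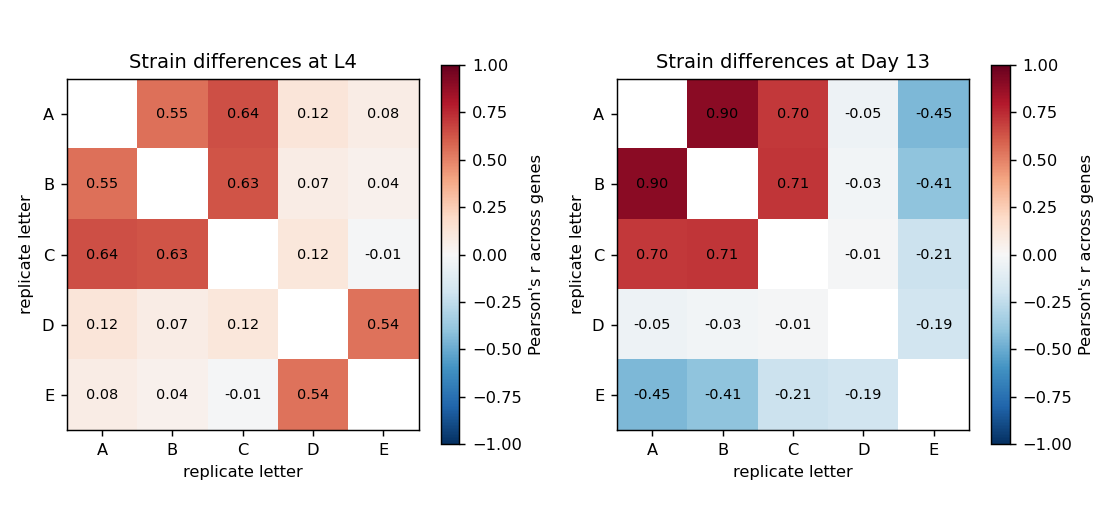
Pearson correlation across 10545 genes (colour scale from -1 to 1, values in the cells) of the log2 difference between overexpressing and control libraries for each pair of replicate letters (both axes), at L4 on the left and at Day 13 on the right. Letters A to C resemble each other at 0.550 or more at both ages, and no pair across the sets of letters exceeds 0.121.

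The change between L4 and Day 13, called the change with age here, was large in both strains. It also spans the step from larva to adult and the move to plates with FUDR. The design cannot separate these from aging. In control worms 4136 of 9063 genes changed between L4 and Day 13, 1986 higher and 2150 lower at Day 13, and in overexpressing worms 4361 of 8863 changed, 2291 higher and 2070 lower. Which direction held more genes depended on the settings: in overexpressing worms 1914 were higher and 2222 lower with DESeq2 size factors, and in control worms 2629 were higher and 1869 lower with totals that left out the top 3% of genes. With the replicate block the counts were 5280 and 5141, where the same-letter correlations were 0.517 and 0.337. Letters A to C alone gave 4953 and 4588 genes, and letters D and E alone 5641 and 5480. The rank product gave the lowest counts, 976 (352 higher and 624 lower) and 1072 (365 higher and 707 lower). Testing without a filter gave the highest, 6341 and 6587. Of the genes called in both strains, 3131 changed in the same direction and 1 in opposite directions. The mean age change of letters A to C correlated with that of letters D and E at 0.794 across genes.

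The genes with the largest changes went from near absence to abundance or the reverse. In control worms C54C8.12 (chromosome I, 12456926 to 12457174) rose from 0 to 4 counts per L4 library to 315 ± 171 CPM at Day 13 (SD, n = 5), nlp-39 (chromosome I, 12461656 to 12461895) was at least 1731-fold higher and F48C1.9 (chromosome I, 5332249 to 5332780) at least 40.1-fold higher. The nematode-specific peptide genes nspb-6 (chromosome IV, 5895490 to 5895888) and nspb-11 (chromosome II, 12907370 to 12907783) had no counts at Day 13 and were at least 520.2-fold and 236-fold lower, and the collagen gene col-168 (chromosome X, 6326388 to 6327293) fell from 361 CPM to at most 7 counts per library. In overexpressing worms C54C8.12 and nlp-39 rose by 10.99 and 10.72 on the log2 scale, and dct-8 (chromosome IV, 3895070 to 3895506) rose from 0.533 ± 0.482 to 1079 ± 530.2 CPM (SD, n = 5 each). The collagen genes col-73 (chromosome II, 4872098 to 4873129), col-93 (chromosome III, 10984552 to 10985609) and col-170 (chromosome X, 6331709 to 6332611) were the largest decreases there, and col-93 was at least 2846-fold lower. The nspb and col genes belong to families of similar copies, among which the counting could have split reads, and col-93 overlaps 1 gene on the opposite strand.

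Of the 20 genes of the fixed list, 17 could be tested with age in control worms and 19 in overexpressing worms. Called genes numbered 5 and 9, whether p-values were adjusted over all genes or over the list alone, and 7 and 10 with the block, where the same-letter correlations were 0.517 and 0.337. unc-54, a myosin of body muscle (chromosome I, 14855901 to 14863482), fell by 5.88 in control and by 6.58 in overexpressing worms on the log2 scale. Among the reporter targets of ELT-2, ges-1 (chromosome V, 1427653 to 1432137) fell by 2.44 and by 2.13, from low counts of 9 to 46 per L4 library. gst-42 (chromosome X, 11726264 to 11727936) passed the filter with age in overexpressing worms alone, where it fell by 3.20. T28H10.3 (chromosome V, 12513056 to 12514941) rose by 1.68 and by 2.72, and it overlaps 1 gene on the opposite strand. The qRT-PCR reference gene htz-1 (chromosome IV, 4446216 to 4446999) rose by 3.21 in control and by 1.86 in overexpressing worms. The reference genes let-70 and cdc-42 rose in all 5 letters of both strains, by 0.70 and 0.61 in control and by 1.02 and 1.21 in overexpressing worms. Both were called in overexpressing worms, and let-70 in control worms with the block alone. Of the reference genes, cdc-42, pmp-3 and Y45F10D.4 each overlap 1 gene on the opposite strand. Between the strains, 19 list genes were tested at L4, with 1 call over all genes and 2 over the list alone, both higher. At Day 13, 17 were tested, with 1 call over all genes and 7 over the list alone, of which 2 were higher (elt-2 and unc-119) and 5 lower (tbb-2, htz-1, unc-62, nhr-76 and unc-54). With the block, beside same-letter correlations of 0.675 and 0.354, the calls over the list alone were 3 and 8. gst-42 gained a call at L4. At Day 13 tbb-2 lost its call, and Y45F10D.4 and elt-3 gained one. Of the 5 lower genes, tbb-2 and nhr-76 changed direction in letters D and E alone, with log2 changes of 0.14 and 0.15. htz-1 was higher in overexpressing worms in letter D (161.1 against 113 CPM) and lower in letter E (131.9 against 185.2 CPM). unc-62 and unc-54 were lower in both letters, unc-54 by little (1.467 against 1.65 CPM in D and 1.707 against 1.759 CPM in E).

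No gene of 10545 had an age change that differed between the strains at a false discovery rate of 10%, and 266 had an unadjusted p under 0.05. With the replicate block, where the same-letter correlations between strains were 0.675 at L4 and 0.354 at Day 13, there was also none, and 408 had an unadjusted p under 0.05. Letters A to C alone gave 138 genes and letters D and E alone 20.

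The study's main question of these libraries was whether age changes are smaller when elt-2 is overexpressed. The slope of the overexpressing on the control age changes was 0.941, 0.663, 0.774, 0.929 and 0.836 for letters A to E, over 9689 to 10392 genes. The mean was 0.829 ± 0.115 (SD, n = 5, exact sign-flip test, one-sided p = 0.0313, two-sided p = 0.0625, each the smallest it can give), and R squared averaged 0.653 ± 0.079 (SD, n = 5). Exchanging the axes, so that control was regressed on overexpressing worms, also gave slopes below 1 in all 5 letters, with a mean of 0.792. Lines between letters of one strain within a set, where no difference between strains enters, had a mean slope of 0.827 over 16 lines, from 0.622 to 1.02. They averaged 0.860 in control and 0.795 in overexpressing worms. The lines of overexpressing on control worms that also joined different letters of a set averaged 0.794 over 8 lines, and 0.763 with the axes exchanged. By letter, the ratio of the standard deviation of age changes in overexpressing to control worms was 1.18, 0.887, 0.993, 1.07 and 0.992. Its mean was 1.02 (SD 0.110, n = 5; exact sign-flip test, two-sided p = 0.75). Of the 6063 to 6276 age-changed genes per letter, 49.8% ± 8.15 had a smaller change in overexpressing worms (SD, n = 5, exact sign-flip test against 50%, two-sided p = 1), with values from 36.8% in letter A to 57.7% in letter B. A single line through the edgeR log2 changes of 8390 genes had a slope of 0.958, and 0.953 with the axes exchanged. Within the sets of letters the mean slope was 0.793 for A to C and 0.883 for D and E, and the mean ratio of standard deviations was 1.01 and 1.03. When the 4 libraries of a set had different letters, in place of the pairing by letter (no replicate block), the mean slope over 100 draws was 0.614 and the ratio 0.979.

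**Figure D4:**
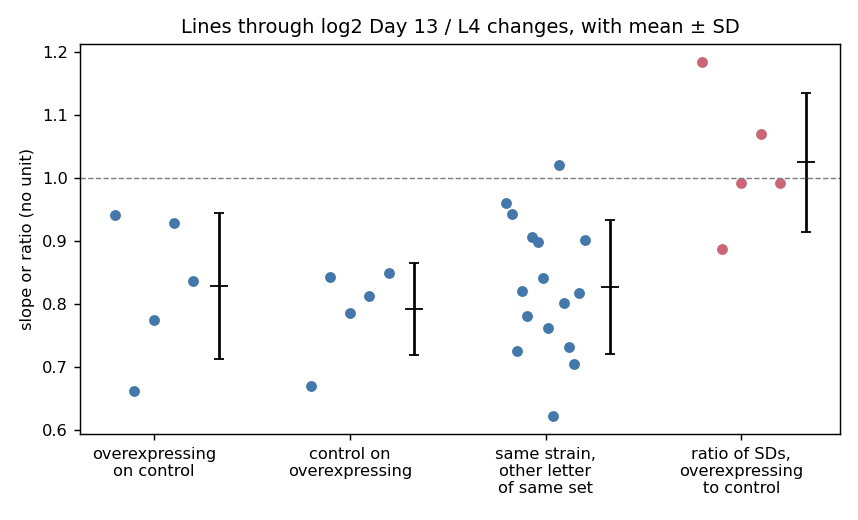
Slopes of least-squares lines through log2 Day 13 to L4 changes, and the ratio of their standard deviations (y axis, no unit), for 5 letters or 16 same-strain lines (x axis), where bars are means ± SD and the dashed line marks 1. Slopes lie below 1 with either strain on the x axis and average 0.827 for lines within a strain, while the ratios lie on both sides of 1.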

Values the study reported

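The study reported that elt-2 mRNA was about 4-fold higher in the overexpressing strain than in the control strain at both ages. It reported expression values for about 7000 genes. The slope of age changes in the overexpressing strain on those in the control strain averaged 0.87 over the replicates, with a 95% confidence interval of 0.79 to 0.96. The average R squared of these lines was given as 0.74.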

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

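The tests of control L4 library A and of the region around unc-119 were chosen only after those values had stood out. Library values were compared with the other libraries of their group, and a library counted as far from the others when its gap to the nearest divided by the range of the group exceeded 0.71, the 95% critical value of Dixon's test for 5 libraries. Of 81 groups of values, 14 had such a library, where 4 are expected by chance (1 in 20). The 81 groups share libraries and are not independent.

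Control L4 library A stood out for 3 genes. Its htz-1 level was 107.3 CPM against 35.8 to 52.2 in the other 4 libraries, its nhr-76 level 3.567 CPM against 1.24 to 1.73, and its unc-119 level 0.3567 CPM (9 counts) against 0 to 0.0955. RNA of Day 13 worms carried over into this library was tested with genes that had at most 3 counts in control L4 libraries B and C and at least 100 CPM at Day 13, whatever their count in library A. A single gene met this. Library A held 0.0265% of the Day 13 level of that gene, beside 0.0238% in library B and 0.0241% in library C. This goes against carry-over on the scale of the htz-1 excess, but it rests on 1 gene with 2 counts in each of the 3 libraries. dct-8, which reached 451 CPM in control Day 13 libraries, was highest in library A, at 2.774 CPM against 0.414 to 1.19. C54C8.12, at 492.4 CPM in control Day 13 library A, had 0 counts in L4 library A and 4 in each of libraries B and C, so carry-over does not account for the dct-8 level either. A difference in stage was tested as well. Across genes, which are not independent replicates, the deviation of library A from the mean of control L4 libraries B and C correlated at 0.458 with the age change of letters D and E. Library B, set against the other libraries in the same way, deviated the opposite way, at -0.496, and library C at 0.138. These deviations add up to 0 over the 3 libraries, so a positive value in library A leaves negative ones elsewhere, and which library departed is not shown. The values are consistent with control L4 cultures that differed in stage or condition, which is a hypothesis, and the design holds no measure of stage beside the counts.

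In overexpressing L4, library E stood out for 4 values. It had 13218 genes detected against 13892 to 14094, a gst-42 level of 1.895 CPM against 0.664 to 0.980, an unc-54 level of 249.3 CPM against 138.5 to 164.6, and a T19H12.6 level of 15.25 CPM against 8.22 to 9.38. Its total of 25.97 M counts lay above that of library D, 20.81 M, which had 14094 genes detected, so depth does not order these libraries. Its difference from library D correlated at -0.011 across genes with the age change of letters A to C. The set holds only these 2 libraries, so the value is that of library D with its sign exchanged. No further explanation, technical or biological, was tested.

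The other libraries far from their group each stood out for a single value or for unrelated values. In control L4, library D had 93.66% of its counts in the top 3% of genes against 95.85% to 96.14%, and library E had 129.3 CPM of nspb-6 against 29.0 to 49.5. In control Day 13, library E had 9.38 CPM of T28H10.3 against 6.06 to 6.77, and library A had 0.2395 CPM of col-168 against 0.0324 to 0.0661. In overexpressing Day 13, library E had 0.6096 CPM of unc-62 against 0.772 to 0.828, library D had 10.31 CPM of unc-119 against 3.74 to 5.01, and library C had 0.4794 CPM of col-73 against 0.0386 to 0.163. The col-168 and col-73 values rest on at most 11 counts. No explanation was tested for these values.

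unc-119 changed with age in opposite directions in the strains: it rose in all 5 control letters, from 0.109 ± 0.143 to 0.396 ± 0.418 CPM, and fell in all 5 overexpressing letters, from 11.99 ± 7.37 to 5.42 ± 2.78 CPM (SD, n = 5 each). The difference of the log2 age changes was -2.961 ± 1.02 (SE, edgeR quasi-likelihood test on 20 libraries, Benjamini-Hochberg adjusted p = 1), lower in all 5 letters, so it failed the correction over all genes. The control values rest on 0 to 9 counts at L4. Of 10545 genes, 3 had opposite directions in this way (0.028%), where 0.195% is expected of independent signs. The excess of unc-119 in overexpressing worms did not extend to the nearest counted genes: M142.8 had a log2 difference of 0.20 at L4 and 0.18 at Day 13, and com-1 had -0.86 and -0.25. The control strain carries the same selection marker, yet its libraries had 0 to 9 counts of unc-119 at L4 and 2 to 32 at Day 13, against 167 to 547 and 86 to 267 in overexpressing worms. A marker counted equally in both strains would not give this excess. Copies of the marker, and whether its reads were counted at unc-119, were not measured in either strain, so marker reads remain possible. Reads of the transgene and of the chromosomal gene are not separated in the counts, and the source of these reads was not tested further.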

How the results depend on the processing

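Fits to letters A to C, to letters D and E, with a block for these sets, with a letter block within each age or under other scaling and filters, on thinned counts, and of elt-2 under other filters, under these blocks or in the fit of all 20 libraries were chosen after seeing the data. The other alternatives were fixed in advance. The cause of a change was not tested unless a value is given for it.

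The counts between strains depended on the processing. At L4, 3 genes became 0 at an adjusted p under 0.05 (911 at an unadjusted p under 0.05), 461 with DESeq2, 99 with the rank product, 211 with the replicate block (same-letter correlation 0.675), 511 with the block for the sets of letters, 2958 in letters A to C and 30 in letters D and E. Leaving out each library gave 0 to 1 genes. On 200 simulated changes of 2 on the log2 scale at L4, the fit without the block recovered 0% and the fit with it 85%. The simulation gave both strains the same letter effects, so the 85% does not carry over to the real libraries. The low count without the block therefore does not exclude changes of that size. The blocked count was 185 with DESeq2 size factors, 366 among genes with at least 10 counts in every library and 400 with totals that left out the top 3% of genes. The share of higher genes moved from 69 of 211 to 246 of 400 with these totals, so the direction of the blocked calls depends on the scaling. The blocked count fell to 1, 0 and 0 genes without letters A, B and C (1069, 1176 and 1081 at an unadjusted p under 0.05), and was 180 and 310 without D and E.

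At Day 13, 1 gene became 2 with totals that left out the top 3% of genes, 2 without a filter, 741 with DESeq2, 24 with the rank product, 4095 in letters A to C, and 0 with the replicate block (same-letter correlation 0.354, 854 at an unadjusted p under 0.05), in the fit of all 20 libraries (1326) and in letters D and E (378). Leaving out each library gave 0 to 662 genes. The blocked count was 0 with DESeq2 size factors (830 at an unadjusted p under 0.05) and 2 with totals that left out the top 3% of genes. It was 362 without letter E, against 1 without letter A and 0 without letters B, C and D (263, 307 and 1277 at an unadjusted p under 0.05), so the blocked 0 depends on letter E.

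With age, 4136 genes in control and 4361 in overexpressing worms became 1778 and 2042 among genes with at least 10 counts in every library, 6341 and 6587 without a filter, and 976 and 1072 with the rank product. With the replicate block (same-letter correlations 0.517 and 0.337) they were 2683 and 2640 among genes with at least 10 counts in every library. Under the remaining alternatives both counts were within 1.5 times the reported ones, and leaving out each library gave 3853 to 4510 and 3929 to 4818. Totals that left out the top 3% of genes moved the median log2 age change of all genes from 0.12 to 0.40 in control and from 0.22 to 0.38 in overexpressing worms, and the share of called genes that rose in control worms from 48% to 58.4%. In overexpressing worms this share went from 52.5% to 46.3% with DESeq2 size factors and 44.7% without a filter, but to 56.2% with the replicate block. The rank product called 352 higher and 624 lower genes in control worms, and 365 higher and 707 lower in overexpressing worms. With totals that left out the top 3% of genes, the median difference between strains moved from 0.05 to 0.26 at L4 and from 0.03 to 0.25 at Day 13. The count of genes whose age change differed between strains was 0 except in letters A to C (138) and in letters D and E (20).

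elt-2 was higher in overexpressing worms under all alternatives run. At L4 its log2 change passed the threshold with DESeq2 (1.83), the replicate block (1.96, same-letter correlation 0.675), the block for the sets (1.97) and letters A to C (2.24), and ranged from 1.56 to 2.22 without each library. The ratio to 6 reference genes (2.13) was judged by another rule, an exact permutation test at p under 0.05 (p = 0.00794). elt-2 without the references also passed that test (exact permutation test p = 0.0159). The blocked change also passed with DESeq2 size factors (1.94), totals that left out the top 3% of genes (2.19), genes with at least 10 counts in every library (2.05) and without letters D (2.09) and E (2.04), but it failed without letters A (1.83), B (1.82) and C (2.09). At Day 13 it failed the threshold with the replicate block (2.46, same-letter correlation 0.354), in letters D and E (2.42) and in the fit of all 20 libraries (2.50), and ranged from 2.40 to 2.55 without each library, failing in 1 of 10 fits. It passed with the block for the sets (2.47). With the replicate block it also failed with DESeq2 size factors (2.42) and without letters A (2.43), B (2.50), C (2.44) and D (2.59), but it passed with totals that left out the top 3% of genes (2.72), with genes of at least 10 counts in every library (2.49) and without letter E (2.39). Its age change in control worms was 0.14 in letters A to C, the opposite direction, and passed the threshold in letters D and E (-1.41). As a ratio to the reference genes (-1.28) it passed the exact permutation test at p under 0.05 (p = 0.0238), which elt-2 without the references did not (exact permutation test p = 0.50). Among these references, htz-1, let-70 and cdc-42 rose with age in all 5 letters of both strains (3.21, 0.70 and 0.61 in control worms), so the ratios include changes of the references. In control worms the mean log2 CPM of elt-2 itself changed by -0.24, so most of the fall of the ratio came from the references. Without each library the elt-2 change ranged from -0.75 to -0.30. In overexpressing worms the age change of 0.03 took the opposite sign with DESeq2 size factors (-0.0819), DESeq2 (-0.0818), genes with at least 10 counts in every library (-0.0653), letters D and E (-0.48), the replicate block without letter C (-0.0969, same-letter correlation 0.337) and the reference genes (-0.75), and ranged from -0.14 to 0.18 without each library.

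The mean slope of 0.829 was 0.766 with genes of at least 10 counts in all 4 libraries of a set, where R squared was 0.576. With 0.1 counts added in place of 1 it was 0.7975, and with 5 counts added 0.824. It lost its one-sided call with genes of at least 100 counts (0.889), in letters A to C (0.793), in letters D and E (0.883) and without each letter (0.8005 to 0.870). With fewer than 5 letters the test cannot give a p-value under 0.05. The line through edgeR changes had a slope of 0.958. With the axes exchanged the slope was 0.792, so each strain had the smaller changes when regressed on the other. Lines that treat both strains alike gave 1.03 (reduced major axis) and 1.03 (total least squares). The reduced major axis slope is the ratio of standard deviations itself, averaged arithmetically here and geometrically for the ratio of 1.02, so it adds no separate evidence. TMM factors cannot move a slope, a ratio of standard deviations or R squared. The ratio of 1.02 fell below 1 for sets of different letters (0.979) and ranged from 0.983 to 1.06 without each letter. R squared was 0.742 with genes of at least 100 counts, 0.390 for sets of different letters, 0.732 in letters D and E, and 0.627 to 0.676 without each letter. The share of genes with a smaller change was 50.2% with TMM factors, 50.5% in letters D and E, and 47.9% to 53.1% without each letter.

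Among 35 single-gene results under 680 settings, 65 changed in 12 results: 44 weaker, 19 stronger and 2 reversed. The reversed ones were tbb-2 (0.14) and nhr-76 (0.15) at Day 13 in letters D and E.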

Other observations

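The tests of exchanged libraries, of reads at the end of unc-54 and of other splits of the libraries were chosen only after the result was seen.

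A slope below 1 in the regression of age changes may come from noise in the control values, which lowers a least-squares slope whichever strain is on the x axis. With the axes exchanged the mean slope was 0.792, and the 16 lines between letters of the same strain and set had a mean of 0.827. These lines join different letters, and like lines of overexpressing on control worms averaged 0.794, beside 0.860 within control and 0.795 within overexpressing worms. In simulated sets with noise between libraries, equal changes gave 0.771 and 0.767 exchanged, while a true slope of 0.8 gave 0.621 and 0.845 exchanged with a ratio of standard deviations of 0.857. An exchanged slope below 1 alone does not separate these cases. The size of the simulated noise was chosen rather than estimated, so these slopes do not measure how far noise lowered the real ones. In the data the slope of overexpressing on control worms was the lower in 3 of 5 letters, and letter B, with 0.663 and 0.843 exchanged, was close to the simulated true slope of 0.8. Exchanging the strains within letters in all 32 ways gave a mean slope as low as the real one in 21 of 32 cases, from 0.751 to 0.870. Thinning each set to equal totals left the slope at 0.830, so unequal totals do not account for it. Counting noise itself lowers a slope, to 0.934 in simulated sets with equal changes, and genes with at least 100 counts gave 0.889. Genes with at least 10 counts in all 4 libraries of a set gave 0.766, so stricter filters moved the slope both ways and do not show that counting noise lowered it. The exchanged and same-strain slopes of the real libraries show that noise could be enough for a slope of this size. They do not exclude a smaller true difference, since the ratio of standard deviations differed between letters by 0.110 (SD, n = 5).

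The difference between strains was shared within letters A to C. It was little shared with letters D and E at L4, and at Day 13 most genes called in letters A to C had the opposite direction in letters D and E fitted together. The negative correlations at Day 13 lay mainly with letter E, at -0.449, -0.405 and -0.214 with letters A, B and C. Letter D gave -0.052, -0.025 and -0.008. At L4 58.5% of the genes called in letters A to C and tested in letters D and E had the same direction there, and at Day 13 27.2%. Counting noise is unlikely as the reason: among 1027 genes with at least 1000 counts the correlation across the sets was 0.195 at L4 and -0.018 at Day 13, beside 0.567 and 0.738 within letters A to C. An exchange of libraries between strains goes against the marker genes, since both elt-2 and unc-119 were higher in the overexpressing library in 10 of 10 pairs. Cultures of the strains collected at different stages or conditions are a candidate explanation. The strain difference of letters A to C at L4 correlated at 0.385 across genes with the age change of letters D and E, and that of letters D and E at -0.269 with the age change of letters A to C. At Day 13 these values were 0.234 and -0.083. A strain effect on stage and an accident of culture would both give such values, so the pattern cannot be told apart from a difference in stage. The labels give no culture, pool or date, and no biological cause is put forward.

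The counts of called genes were compared with other splits of the same 10 libraries that also part all 5 same-letter pairs, of which there are 16, so no share under 0.05 is possible. At L4, 1 of 16 splits gave as many genes, the real one, with and without the replicate block (same-letter correlation 0.675). At Day 13, 3 of 16 did without the block. With it (same-letter correlation 0.354) 16 of 16 did, as any split must beside a real count of 0. Exchanging the strains in letters A to C gave 582 genes and exchanging them in letters A to D gave 1073, against 1 for the real split. With the block these exchanges gave 1637 and 1776 genes. With age, 1 of 16 splits gave as many genes in control worms and 1 of 16 in overexpressing worms, the real one in each. For the difference of age changes, 50 of 50 splits drawn from 512 gave as many, as any split must beside a real count of 0 (266 genes at an unadjusted p under 0.05), and the highest gave 1926.

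Splits that part fewer pairs were also drawn, 34 for each comparison except the difference of age changes. A split with all 4 libraries of letters D and E on the same side gave 2602 genes at L4, splits of that kind gave 2256 and 3669 genes at Day 13, and 585 to 1532 genes between ages in control worms. In these splits the sets of letters and the groups cannot be told apart, whereas each real group holds every letter once. Another split at Day 13, with 3 of the 4 libraries of letters D and E on the same side, gave 1780. It parts the sets less fully, and its count was not explained.

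The elt-2 transgene ends in the 3′ untranslated region of unc-54, to which 3SEQ reads of the transgene could map. Reads of the transgene would then raise unc-54 in overexpressing worms, but unc-54 was higher in 0 of 5 overexpressing libraries at Day 13 and in 1 of 5 at L4. Its log2 difference at Day 13 was -1.58 ± 0.52 (SE), most of it in letters A to C, since letters D and E had 1.467 and 1.707 CPM against 1.65 and 1.759 in control worms. A small number of transgene reads at unc-54 is not excluded, since unc-54 itself differed between strains. How reads of a transcript with that end came to be counted at elt-2 was not tested.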
